# FTO Inhibits Insulin Secretion and Promotes NF-κB Activation through Positively Regulating ROS Production in Pancreatic β cells

**DOI:** 10.1371/journal.pone.0127705

**Published:** 2015-05-27

**Authors:** Hong-Qi Fan, Wei He, Kuan-Feng Xu, Zhi-Xiao Wang, Xin-Yu Xu, Heng Chen

## Abstract

FTO (Fat mass and obesity-associated) is associated with increased risk of obesity and type 2 diabetes incurrence. Pancreas islet β cells dysfunction and insulin resistance are major causes of type 2 diabetes. However, whether FTO plays an important functional role in pancreatic β cells as well as the related molecular mechanism is still unclear. In the present study, the tissue expression profile of FTO was firstly determined using quantitative PCR and western blot. FTO is widely expressed in various tissues and presented with relative high expression in pancreas tissue, especially in endocrine pancreas. FTO overexpression in MIN6 cells achieved by lentivirus delivery significantly inhibits insulin secretion in the presence of glucose stimulus as well as KCl. FTO silence has no effect on insulin secretion of MIN6 cells. However, FTO overexpression doesn’t affect the transcription of insulin gene. Furthermore, reactive oxygen species (ROS) production and NF-κB activation are significantly promoted by FTO overexpression. Inhibition of intracellular ROS production by N-acetyl-L-cysteine (NAC) can alleviate NF-κB activation and restore the insulin secretion mediated by FTO overexpression. A whole transcript-microarray is employed to analyze the differential gene expression mediated by FTO overexpression. The genes which are modulated by FTO are involved in many important biological pathways such as G-protein coupled receptor signaling and NF-κB signaling. Therefore, our study indicates that FTO may contribute to pancreas islet β cells dysfunction and the inhibition of FTO activity is a potential target for the treatment of diabetes.

## Introduction

FTO (Fat mass and obesity-associated) has been identified as an obesity-susceptibility gene, which is strongly associated with increased risk of obesity [1]. FTO was original cloned in mouse and related to the fused toes phenotype resulting from gene deletion on chromosome 8 [2]. The human FTO gene locus is on the chromosome 16q12.2 and is widely expressed in central and peripheral tissues including hypothalamus, adipose and pancreas tissue [1, 3, 4]. FTO gene belongs to dioxygenase superfamily and in vitro study shows that FTO catalyses the demethylation of 3-methylthymine in single strand DNA [5]. Bioinformatic analysis and functional studies have indicated the biological role of FTO in posttranslation modification, gene transcription, cell apoptosis and metabolism process [6]. Three independent studies in the year of 2007 have demonstrated that single nucleotide polymorphisms (SNPs) in the first intron of FTO gene are associated with the increased body mass index (BMI) in Caucasian population [1, 7, 8]. Moreover, different studies in various ethnic populations have indicated that the role of FTO is involved in the obesity, appetite and energy homeostasis [9–12]. A study in FTO-deficient mice has demonstrated that the inactivation of FTO gene protects the mice from obesity and FTO is involved in energy homeostasis by the control of energy expenditure [13, 14].

Obesity is the major risk factor for insulin resistance and β cells dysfunction which lead to the development of type 2 diabetes. Frayling et al. found that FTO gene polymorphism increases the risk of type 2 diabetes incurrence and this association was mediated by BMI [1]. Although this study showed BMI may account for the type 2 diabetes, authors still suggests that FTO gene play a role in the susceptibility to diabetes. Furthermore, various studies showed that FTO gene is independently associated with diabetes after adjusting BMI [15, 16]. Susanne et al. reported that FTO variants are associated with insulin resistance and this association can still be observed after the adjustment of BMI [16]. Recent study showed that FTO gene has a rapid turnover in the pancreatic β cells, involved in the regulation of insulin secretion under glucose stimulation [17]. This study indicated that FTO plays an important role in the biological function regulation of pancreatic β cells. However, the functional role of FTO in pancreatic β cells as well as the related molecular mechanism is still unclear. In this study, we aim to investigate the role of FTO in the pancreatic β cells and explore the related molecular mechanisms.

MIN6 cells were established from insulinoma cells, which retain the response of insulin secretion to glucose and exhibit the similar physiologic characteristics comparable with normal mouse islet cells [18]. MIN6 cells were considered as the useful cell model to study the biological functions and related molecular mechanism underlying the insulin secretion impairment in islet cells. In this study, MIN6 cells were employed to explore FTO function in pancreatic islet cells.

Our study showed that FTO overexpression significantly inhibits the insulin secretion of MIN6 cells but FTO silence doesn’t affect the insulin secretion. The transcriptions of insulin 1 and 2 are not affected by FTO overexpression. Reactive oxygen species (ROS) production and NF-κB activation are significantly promoted by FTO overexpression. Inhibition of intracellular ROS production mediated by FTO overexpression can alleviate activation of NF-κB and restore the insulin secretion. A whole transcript-microarray is employed to analyze the differential gene expression mediated by FTO overexpression. Bioinformatics analysis indicated that FTO may be involved in many important signal pathways.

## Material and Methods

### Animals and cell lines

C57BL/6 mice at 12 weeks of age purchased from the SLAC Laboratory Animal (SLAC, Shanghai, China) were maintained in a specific pathogen free facility with constant temperature of 25°C, light-dark cycle of 12/12 h and free access to water. The experimental protocol was reviewed and approved by the Institutional Animal Care and Use Committee of Nanjing Medical University.

MIN6 cells were a gift from Professor Miyazaki in Kumamoto University Medical School, Japan [19]. MIN6 cells were cultured in DMEM medium with 15% fetal bovine serum, 100 U/ml penicillin, 100 μg/ml streptomycin and 50 μM β-mercaptoethanol in 5% CO_2_ /95% air in a humidified atmosphere at 37°C.

### Tissue collection, RNA extraction and Quantitative PCR

All tissue samples were collected immediately after the animals were sacrificed. The tissues were immediately snap frozen in liquid nitrogen and preserved in -80°C till use. The tissues were further grinded into powder with liquid nitrogen. Total RNA was extracted using Trizol reagent (Invitrogen) following the manufacture’s procedure. A total of 500 ng RNA was reverse transcribed by using FastQuant cDNA Kit (Tiangen, China). Subsequently, quantitative PCR was performed using SYBR Green PCR Master Mix (Applied Biosystems) in an Applied Biosystems 7300 instrument. Expression data were normalized using GAPDH as an internal reference gene and the relative expression levels were evaluated using the delta-delta cycle threshold method (ΔΔCt). Primers for the quantitative PCR are list in the S1 Table.

### Vector construction

To stably express FTO in MIN6 cells, lentivirus plasmid pLVX-IRES-ZsGreen-FTO was constructed. The cDNA sequence of mouse FTO was amplified and subcloned into EcoR I and Xba I sites of pLVX-IRES-ZsGreen vector using the following primers: forward 5’-attGAATTCATGAAGCGCGTCCAGACCG-3’, reverse 5’-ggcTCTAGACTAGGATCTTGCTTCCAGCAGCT-3’. The primers were synthesized by Sangon Biotech (Sangon, Shanghai, China). For shRNA vector construction, pairs of complementary oligonucleotides against FTO (shFTO-1, shFTO-2 and shFTO-3) were synthesized by Sangon, annealed and ligated into lentivirus vector pLentiLox3.7. The targeted sequences of FTO were listed as below: shFTO-1, GTACAGCTATAGCTGCGAA, shFTO-2 GCACCTACAAGTACTTGAA, shFTO-3, CGAGACACCAGGATTAACA.

### Lentivirus package and transduction

Package of pseudotyped recombinant lentivirus was performed by transfection of 293T cells. Briefly, FTO-overexpressed vector pLVX-IRES-ZsGreen-FTO or shRNA expression vector pLentiLox3.7-shFTO-1, pLentiLox3.7-shFTO-2 and pLentiLox3.7-FTO-3 was respectively co-transfected with package vectors pCMV Δ8.91 and pMD.G into 293T cells using Lipofectamine 2000 (Invitrogen, Paisley, Scotland, UK). Lentivirus in the culture media was harvested at 72 h and filtered through a 0.45 μm low protein binding polysulfonic filter (Millipore, Bedford, MA). The virus was frozen and kept in -70°C freezer for future use. For virus infection, MIN6 cells were plated into 6-cm dishes in advance and cultured for nearly 18 h with about 50% confluence before transduction. The lentivirus suspension in the presence of 8 μg/ml polybrene (Chemicon, Temecula, CA) was added to the cells. After transduction for 48 h, green fluorescence was observed to indicate the transduction efficiency.

### Western blot

Cells were lysed and equally loaded to 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and then transferred to nitrocellulose membrane (Axygen, Union City, CA). The membrane was stained with 0.2% Ponceau S Red to ensure equal protein loading. Following block in phosphate-buffered saline containing 5% fat-free milk, the membrane was incubated with primary antibody of FTO (AdipoGen, San Diego, CA) or β-actin (Cell Signaling, Danvers, MA) overnight at 4°C and then incubated with horseradish peroxidase-conjugated anti-rat IgG for 1 h at room temperature. Detection was performed by enhanced chemiluminescence phototope-HRP kit according to the manufacturer’s instruction (Millipore, Bedford, MA).

### Insulin secretion assays

MIN6 cells delivered with pLVX-IRES-ZsGreen-FTO or pLVX-IRES-ZsGreen lentivirus were plated into dishes with the same number and cultured for nearly 18 h with about 60% confluence. Then the cells were washed with Krebs-Ringer bicarbonate (KRB) buffer. After preincubation in the presence of 2 mM glucose for additional 60 min, MIN6 cells were further incubated with KRB buffer containing 2 mM glucose, 20 mM glucose or 50 mM KCl for 10 min or 60 min in 5% CO_2_/95% air in a humidified atmosphere at 37°C. The culture supernatant was collected for analysis of insulin secretion using the Iodine [^125^I] Insulin Radioimmunoassay Kit (Beijing North Institute of Biological Technology, Beijing, China). Insulin analysis was performed according to the manufacturer’s instruction.

### Measurement of intracellular ROS

Intracellular ROS was measured with 2’, 7’-dichlorofluorescein diacetate (DCFH-DA) according to the manufacturer’s instruction (Beyotime, shanghai, China). Briefly, MIN6 cells were harvested and incubated with 10 μM DCFH-DA for 20 min at 37°C in the dark. Then cells were washes with 1×PBS three times and then the relative intensity of fluorescence were quantified by multi-detection microplate reader (488 nm excitation and 525 nm emission).

### Microarray

RNA quantity and quality were measured by NanoDrop ND-1000. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. Sample labeling and array hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology). Briefly, total RNA from each sample was linearly amplified and labeled with Cy3-UTP. The Labeled cRNAs were purified using RNeasy Mini Kit (Qiagen). The concentration of the labeled cRNAs (pmol Cy3/μg cRNA) was measured by NanoDrop ND-1000. One microgram of each labeled cRNA was fragmented by adding 11 μl 10 × Blocking Agent and 2.2 μl of 25×Fragmentation Buffer, then heated at 60°C for 30 min, and finally 55 μl 2 × GE Hybridization buffer was added to dilute the labeled cRNA. 100 μl of hybridization solution was dispensed into the gasket slide and assembled to the gene expression microarray slide. The slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed and scanned using the Agilent DNA Microarray Scanner (part number G2505C). Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed with using the GeneSpring GX v11.5 software package (Agilent Technologies). Differentially detected signals were those with P value of <0.05. The dataset has been submitted in Gene Expression Omnibus (GEO) with the accession number of GSE64668.

### GO terms and KEGG pathway annotation of the differentially expressed genes

All the differentially expressed genes were subjected to Gene Ontology (GO) analysis. The GO categories are derived from Gene Ontology (www.geneontology.org). To identify the significant function items, GO enrichment analysis was performed according to the p-values which were calculated by Fisher’s exact test and Chi-square test and then corrected by the false discovery rate (FDR). The less the P-value is, the more significant of the GO Term is (P-value<0.05). Similarly, significant pathway analysis was performed basing on the latest KEGG (Kyoto Encyclopedia of Genes and Genomes) database.

### Statistics

Statistical differences were determined by one-way ANOVA or student’s T-test. Differences are considered as significant when the P value is lower than 0.05.

## Results

### FTO expression in various mouse tissues

To better understand the FTO biological role, we firstly determine the FTO expression in various mouse tissues using the Quantitative PCR. Our results show that FTO is widely expressed in central and peripheral tissues of mouse. Relative high expression of FTO was observed in lung, ovary, spleen, testis, septal organ, uterus, pancreas, diaphragm, cerebellum, vomeronasal organ, seminal vesicle and hypothalamus (Fig 1A). The same finding is also observed in the tissue FTO expression determined by Western blot (Fig 1B). Our data indicates that the expression of FTO is not tissue specific and FTO may play important biological roles in various tissues such as lung and pancreas. We further analyzed the FTO expression in the endocrine pancreas and pancreas tissue using semi-quantitative PCR. As shown in Fig 1C, a relative higher expression of FTO is observed in endocrine pancreas compared with pancreas gland.

**Fig 1:**
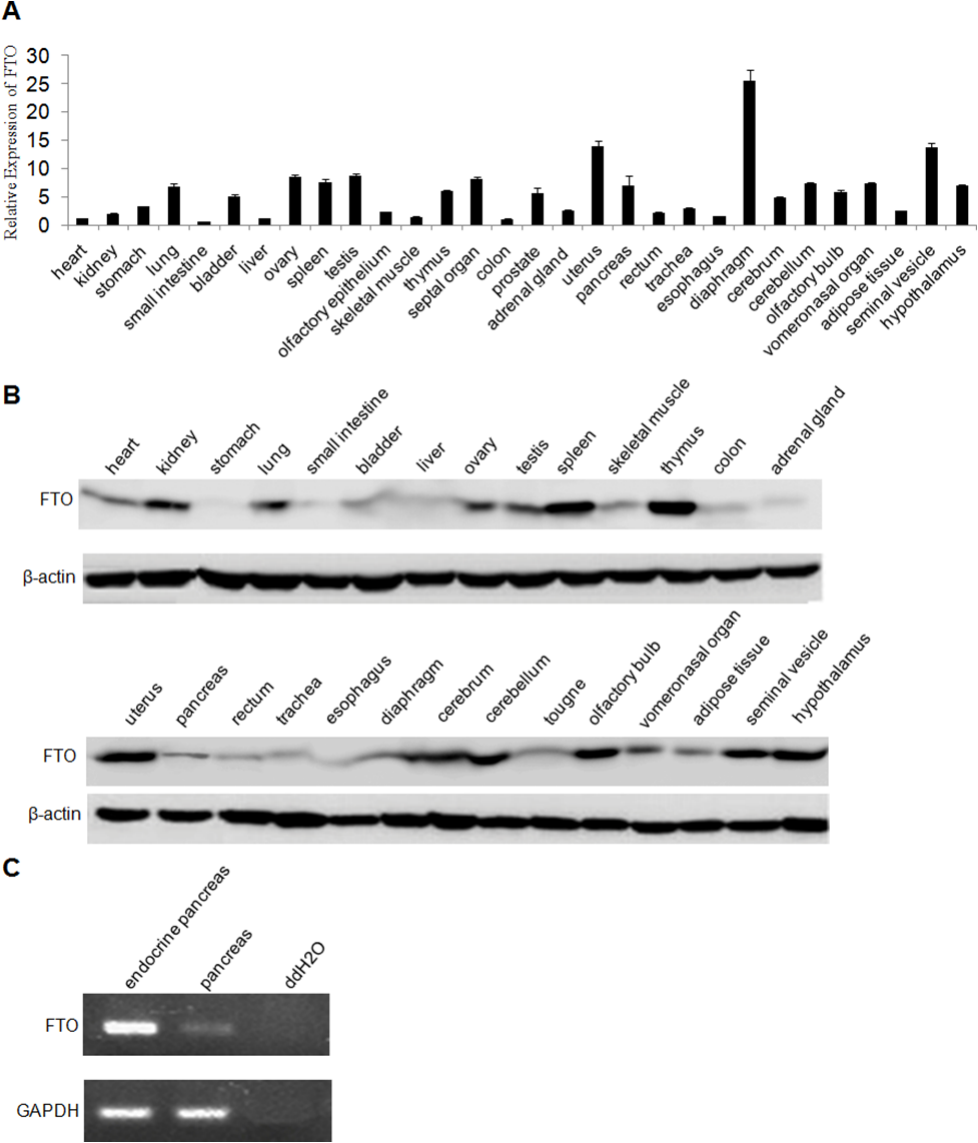
Expression of FTO gene in different tissues of mouse. (A) FTO expression in various mouse tissues measured by Real-time PCR. The data were calculated as relative fold changes between each sample and the one with the lowest expression level of FTO. GAPDH gene is used as internal reference gene for the normalization. Data were presented as mean ± SD. (B) Validation of FTO expression in mouse tissues by Western blot. β-Actin was served as an internal control. (C) Semi-quantitative PCR analysis of FTO expression in endocrine pancreas and pancreas tissue. GAPDH is used as an internal control.

### FTO overexpression inhibits the insulin secretion in MIN6 cells

FTO polymorphisms are associated with type 2 diabetes which is a metabolic disorder in the context of insulin resistance and relative lack of insulin due to dysfunction of pancreas islet cells. Our profile data shows FTO gene may play an important role in pancreas tissues. We further explore the biological role of FTO in pancreas islet cells. FTO overexpression in MIN6 cells was archived by lentivirus delivery and was detected by Western blot analysis (Fig 2A). Furthermore, we knock down FTO in MIN6 cells via RNAi lentivirus. FTO expression was effectively silenced by shFTO-2 and 3 (Fig 2B). Insulin secretion assay was employed to determine whether FTO affects insulin secretion. MIN6 cells were incubated with glucose at different concentration and insulin secretion was determined at 10 min and 60 min when incubation. Our results show that FTO overexpression significantly suppresses the insulin secretion at 10 min (S1A Fig) and the secretion at 60 min (Fig 2C) in the presence of low and high concentration of glucose. Glucose-free secretagogues were also performed and the same effect was observed in potassium chloride (KCl) treatment (S1A Fig and Fig 2C). Insulin secretion experiment shows that FTO knockdown only slightly increase the insulin secretion compared with the control group (Fig 2D and S1B Fig). Our results indicated that FTO affect the insulin secretion in pancreas islet cells and this may contribute type 2 diabetes occurrences.

**Fig 2:**
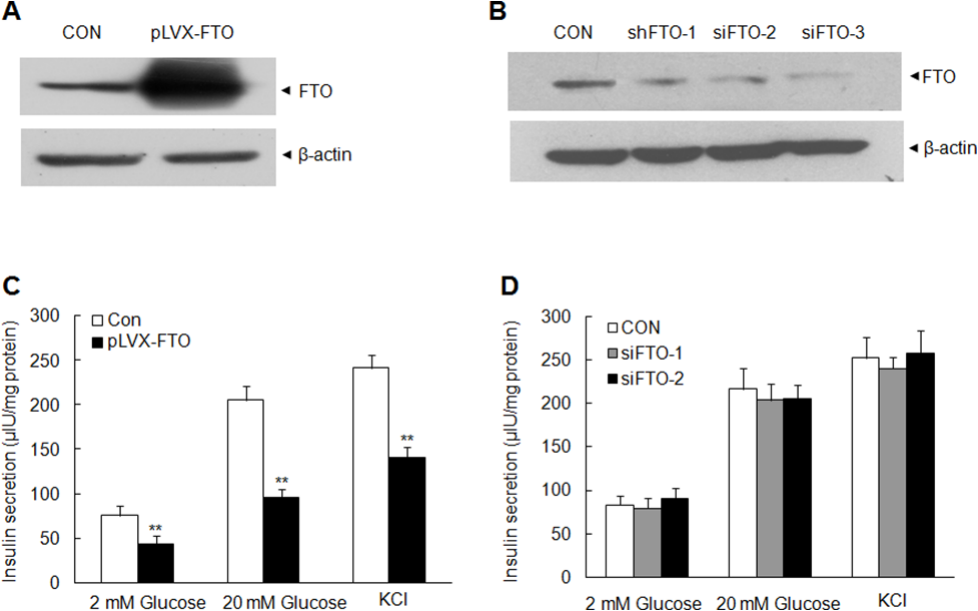
The effect of FTO expression on insulin secretion. (A) FTO overexpression in MIN6 cells via lentivirus delivery using Western blot. β-actin was loaded as an internal control. (B) Detection of FTO in MIN6 cells transfected with FTO shRNA and control shRNA. β-actin was loaded as an internal control. (C) Insulin secretion of MIN6 cells with FTO overexpression at 60 min after 2 mM, 20 mM glucose or 50 mM KCl stimulation. MIN6 cells were stably transfected with pLVX-IRES-ZsGreen (CON) or pLVX-IRES-ZsGreen-FTO (pLVX-FTO). (D) Effect of FTO silence on the insulin secretion in MIN6 cells. MIN6 cells transfected with FTO shRNA 2 or shRNA 3 were analyzed with insulin secretion at 60 min after the glucose or KCl stimulation. Data were presented as mean ± SD. The symbol ** denotes significant statistical difference (p < 0.01).

### FTO doesn’t affect the transcription of insulin1/2

To investigate the mechanism that FTO regulates the insulin secretion, we determined the mRNA level of insulin 1 and insulin 2 in MIN6 cells stably overexpressed pLVX-IRES-ZsGreen-FTO or pLVX-IRES-ZsGreen using QPCR. Both the expression of insulin 1 and 2 are not affected by FTO overexpression compared with that in control group (Fig 3A and 3B).

**Fig 3:**
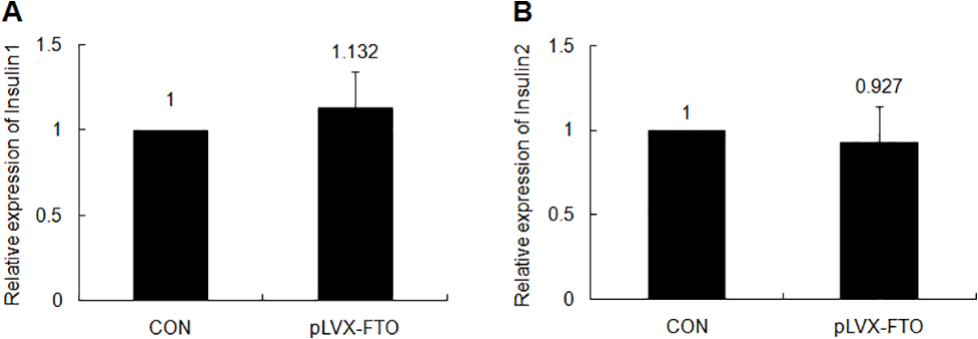
FTO doesn’t affect the transcription of insulin 1/2. The expression level of insulin 1 (A) and insulin 2 (B) in MIN6 cells delivered with FTO expression lentivirus or control vector using Real-time PCR.

### FTO promotes the ROS production and NF-κB activation in MIN6 cells

It has been reported that increased FTO expression was detected in muscle from type 2 diabetic patients and FTO overexpression enhances the oxidative stress in human myotubes [20]. To gain more insight of the biological role of FTO in pancreas islet cells, we therefore investigate whether FTO overexpression could alter the ROS production in MIN6 cells. As shown in Fig 4A, a significant increased production of ROS was observed in MIN6 cells with FTO overexpression compared with that in the control group. Increased ROS production may lead to the activation of NF-κB pathway involved in the pancreas inflammation response [21]. We perform the Western blot assay to determine the activation of NF-κB pathway. There is a remarkably phosphorylation of IκBα in the whole cell lysates of MIN6 cells delivered with pLVX-IRES-ZsGreen-FTO lentivirus, which indicated the activation of NF-κB pathway (Fig 4B). Furthermore, the nuclear translocation of p65 was also observed in FTO-overexpressed MIN6 cells, which demonstrates the activation of NF-κB pathway (Fig 4C). To further verify the role of ROS in the activation of NF-κB pathway, N-acetyl-L-cysteine (NAC), ROS scavenger, was used to decrease the intracellular ROS level in MIN6 cells with FTO overexprssion. NAC significantly decreases the ROS level in FTO-overexpressed MIN6 cells (Fig 4A) and alleviates the NF-κB pathway activation (Fig 4B and 4C). Our data indicates that FTO overexpression enhanced the intracellular ROS production which further mediated the activation of NF-κB pathway.

**Fig 4:**
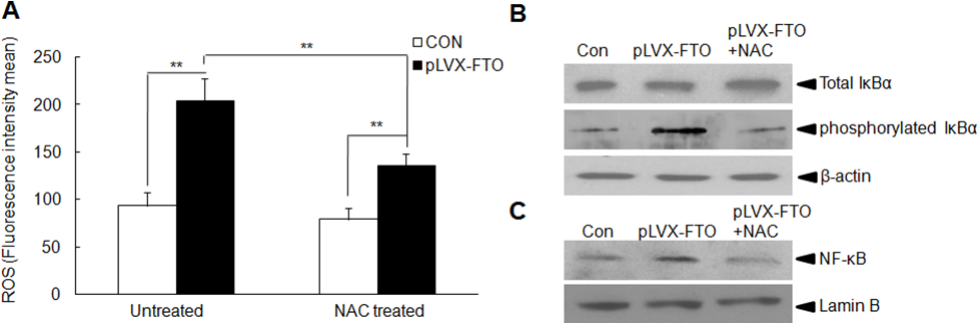
FTO promotes the ROS production and then induces NF-κB activation in MIN6 cells. (A) Detection of ROS production in FTO-overexpressed cells or control cells with or without NAC treatment. (B) Total and phosphorylated IκBα immunoblotting in whole cell lysates. β-actin was used as an internal control. (C) Detection of p65 in nuclear fraction using Western blot. Lamin B was used as an internal control. Data were presented as mean ± SD. The symbol ** denotes significantly statistical difference (p < 0.01).

### NAC treatment partly rescues the effect of FTO overexpression on the inhibition of insulin secretion

As mentioned before, FTO overexpression decreased the insulin secretion and promotes ROS production and activation of NF-κB pathway. To further explore the relation between the ROS production and insulin secretion inhibition resulted from FTO overexpression, MIN6 cells with FTO overexpression or control were pretreated with NAC. Then the intracellular ROS and insulin secretion in respond to glucose and KCl stimulation were analyzed. Consistently, higher ROS level was observed in MIN6 cells with FTO overexpression than that in control MIN6 cells in the presence of 2 mM and20 mM glucose. NAC treatment significantly decreases the ROS production in MIN6 cells (Fig 5A and 5B). Insulin secretion showed that NAC treatment partly restores the insulin secretion in FTO-overexpressed MIN6 cells in respond to 2 mM and 20 mM glucose stimulation at 10 min (Fig 5C) and at 60 min (Fig 5D). Similarly, NAC treatment also partly restores the insulin secretion in MIN6 cells with FTO overexpression in respond to KCl stimulation (S2A Fig and S2B Fig). Our data indicates that the effect of FTO on insulin secretion is mediated by ROS production.

**Fig 5:**
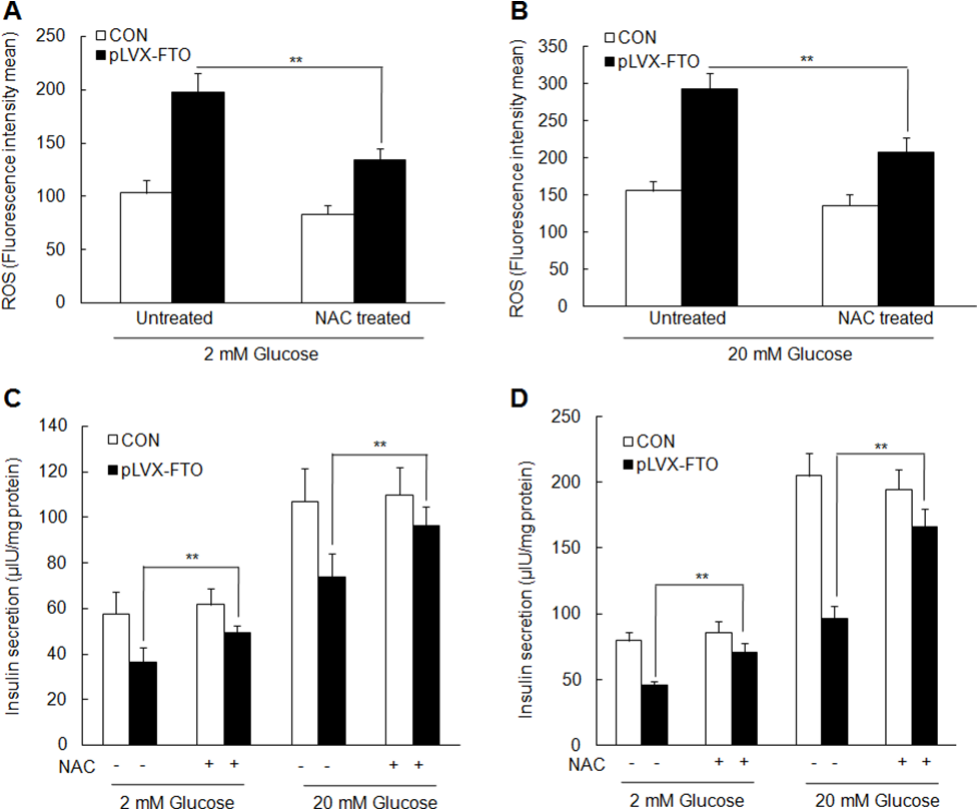
NAC treatment partially rescues the effect of FTO overexpression on the inhibiton of insulin secretion. Detection of ROS production in MIN6 with overexpressed-FTO or empty vector with NAC treatment or not in the presence of 2 mM glucose (A) or 20 mM glucose (B)**.** Detection of insulin secretion with NAC treatment or not at 10 min (C) or 60 min (D) after the stimulation of 2 mM or 20 mM glucose. Data were presented as mean ± SD. The symbol* and ** denotes statistical difference p < 0.05 and p < 0.01, respectively.

### Analysis of gene expression using Whole Mouse Genome Oligo Microarrays

To explore an overall view of early molecular events occurring after FTO overexpression, a transcriptomic study was performed using a whole-transcript microarray. 

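MIN6 cells, a mouse insulinoma line that secretes insulin in response to glucose, had been transduced with the lentivirus carrying FTO or with the empty vector, and the RNA of each was labeled with Cy3 and hybridized to a one-color Agilent array of mouse probes. There was 1 array per condition, so no difference reported from these arrays has a replicate check, and no p-value was computed across genes. Both arrays lay on the same slide and were read in the same scan. The authors deposited the intensity of every spot, from which Feature Extraction 11.0.1.1 had removed the background and the trend across the array, without normalization between arrays. They also deposited a table of log2 values that had been quantile normalized over both arrays in GeneSpring GX 11.5. Here the spot intensities were taken to log2, the spots of a probe were averaged, and the arrays were quantile normalized with limma. Of 39417 probes, 32329 (82.0%) were well above background on the array labelled FTO and 33444 (84.8%) on the array labelled control. The median signal over all spots that were not controls was 292 on the array labelled FTO and 237 on the array labelled control, and the lowest signal of a probe well above background was 14.0 and 10.7. Where a probe was well above background on 1 array only, its difference is given as a lower bound. The bound sets the brighter signal against the higher of the dim probe's own signal and the lowest signal of any probe well above background on the dim array, after normalization.

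Fto, the overexpressed gene, had a single probe (NM_011936). Its signal before normalization was 7301 on the array labelled FTO and 5179 on the array labelled control. After normalization the log2 difference was 0.06, with an error of 0.20 from the error estimates of both spots, and it lay between 0.0007 and 0.07 under 5 other ways of processing. The difference is smaller than the spot error, so the arrays are called by their labels and every direction below rests on the labels alone.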

There are a total of 885 named genes modulated by the overexression of FTO according to the criteria that the relative fold change of expression is above 2 or below 0.5. Among these differential expression genes, there are 343 upregulated genes and 542 downregulated genes. 

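The spot tables identify each probe by an accession and hold no gene symbols, so a probe was counted as a named gene where its accession has a symbol in the NCBI mouse annotation. This named 27224 probes of 20653 genes, of which 18507 had a probe well above background on at least 1 array. With a gene counted where any such probe differed by more than 2-fold, 594 named genes differed. This count takes the normalized signals as they stand and not the lower bounds, so a gene such as Cacna1e is counted although its bound is under 2-fold. With dim signals raised to the lowest signal well above background, as in the bounds, 383 genes differed. The alternative that moved this count most was background correction by normexp with an offset of 50, which gave 62 genes. The offset is added to every signal, so it shrinks differences of dim probes by construction. The other settings chosen in advance gave between 256 genes, with probes well above background on both arrays, and 1111 genes, with no filter on background.

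Named and unnamed together, 33838 probes were tested and 1177 differed by more than 2-fold. Among the 1903 probes well above background on 1 array only, 36.1% differed, against 1.53% of the probes well above background on both. The former made up 58.4% of all differing probes. Being well above background on 1 array only already depends on a difference between the arrays, and each such probe that differed was brighter on the array where it was well above background. Among probes well above background on both arrays, 4.09% differed at a mean log2 signal of up to 5. Over all tested probes, those well above background on 1 array included, the share fell with the signal, from 31.1% of probes with a mean log2 signal of up to 4 to 0.261% of probes above 10. The spread between spots was taken from 399 probes that are printed 10 times on each array. On the array labelled FTO its median SD was 0.41 on the log2 scale for signals between 3 and 4, and 0.06 for signals above 10. The tested probes were then given no difference and a spread drawn from these spots over the whole array. In 100 simulations a median of 508.5 probes had a 2-fold difference, with a range of 428 to 559. Of 95 pairs of probes for the same gene in which the first differed by more than 2-fold and both were well above background on both arrays, the second also differed by more than 2-fold in the same direction in 8 (8.42%). Pairs in which both probes differed were entered once from each probe, which raises this share.

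**Figure D1:**
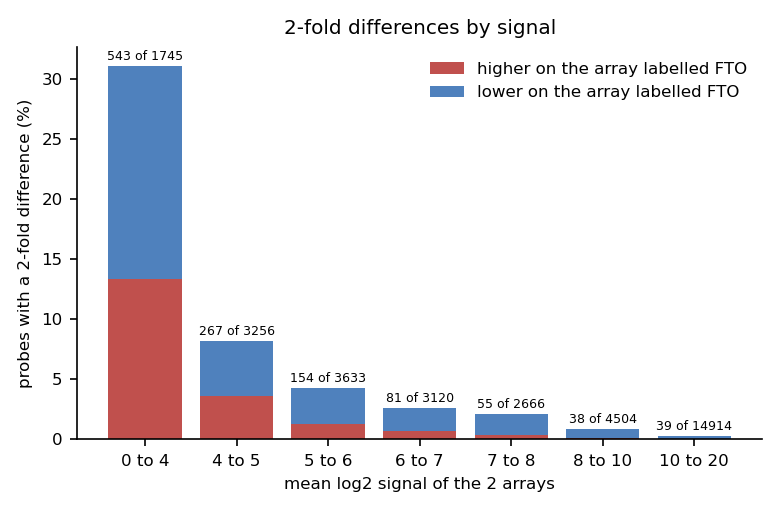
Share of tested probes with more than a 2-fold difference between the array labelled FTO and the array labelled control (vertical axis, %) by mean log2 signal of both arrays (horizontal axis). Red bars are probes higher and blue bars probes lower on the array labelled FTO, the numbers above the bars are probes differing of probes tested, and the share falls from 31.1% in the dimmest group to 0.261% in the brightest.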

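By the same rule 243 named genes were higher and 351 were lower on the array labelled FTO. Among probes well above background on both arrays there were 96 higher and 160 lower genes. Lower genes outnumbered higher genes in all 12 settings chosen in advance. Only 2 of these replace quantile normalization, and the share depended on them. Higher genes were 40.9% of the calls after quantile normalization, 31.6% after cyclic loess and 16.5% after scaling each array by its 75th percentile, which gave 144 higher and 727 lower genes.

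The calls were not spread evenly over the array. The array was divided into 35 blocks of 76 rows and 17 columns, and the 10 spots of each of 79 repeated probes with a median log2 signal between 4.5 and 8 on the array labelled control were compared with one another. In 6 adjoining blocks, between rows 229 and 456 and columns 1 and 34, at least 15% of these spots lay more than 0.5 below the median of their probe on the array labelled FTO. Over the 6 blocks this share was 29.0%, against 1.86% in all other blocks, and on the array labelled control it was 0.690% in the same 6 blocks. These blocks held 17.7% of the tested probes printed once, 51.6% of the probes that were lower and 29.1% of those that were higher. Inside them 180 named genes were lower and 78 higher, and outside them 174 were lower and 166 higher. Higher probes were also unevenly placed, in a band that reaches beyond the 6 blocks. In rows 229 to 304 their share was 2.94%, 4.85%, 2.79%, 2.96% and 1.54% in the blocks from left to right. Over the array it was 1.30%. This band was picked out after the calls had been seen as well. The blocks and the limit of 15% were chosen after the distribution of the calls had been seen.

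**Figure D2:**
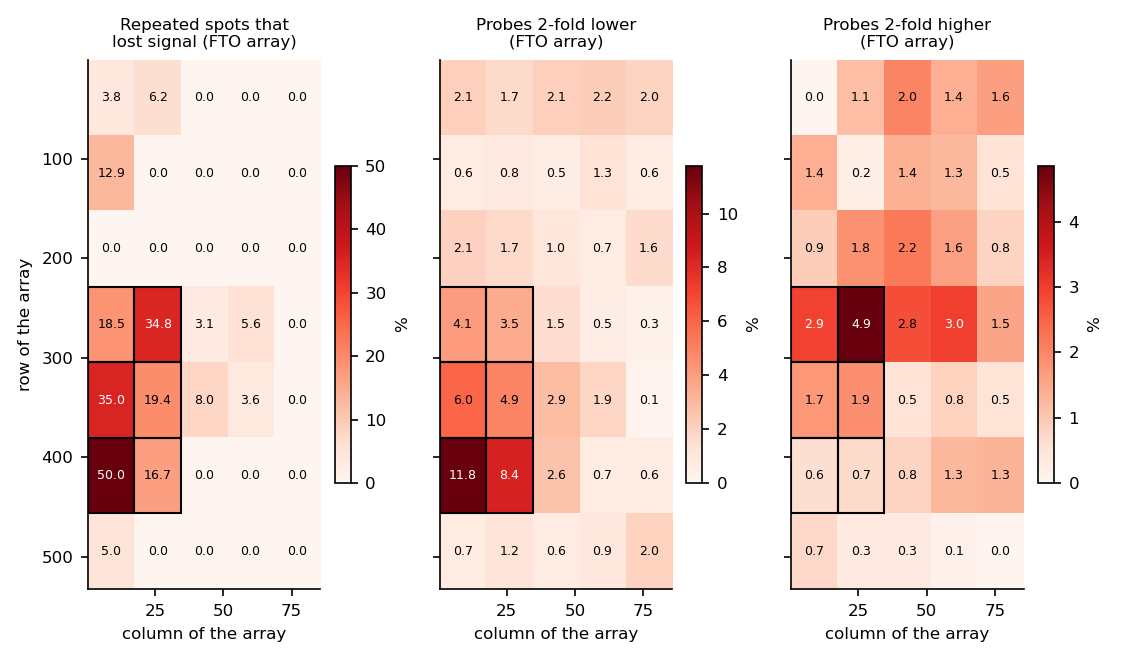
Map of the array surface in 35 blocks (axes, columns and rows of spots), with the percent in each block written in it. From left to right, spots of repeated probes that lost more than 0.5 on the log2 scale on the array labelled FTO, probes 2-fold lower and probes 2-fold higher on that array. Black outlines mark the 6 blocks with at least 15% of lost spots, which hold 51.6% of the lower and 29.1% of the higher probes.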

Especially, 21 differential expression genes with more than 10-fold changes are listed in S2 Table and S3 Table.

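With fold changes taken from the normalized signals as they stand, 23 named genes had a probe differing by more than 10-fold. Only 1 of these genes had such a probe well above background on both arrays, and under normexp none reached 10-fold. The fold changes of S2 Table and S3 Table could be followed into the authors' deposited log2 values. Each of the 21 values of the paper was met by a single probe to within 0.006, and in 11 cases the accession of that probe carries the gene's name. At 1 of the 21 probes both arrays were well above background, and at the other 20 only the brighter array was. The exception was Nlrp9b (NM_194058), with signals of 738 on the array labelled FTO and 16.5 on the array labelled control, a 39.4-fold difference after normalization. Its second probe was not well above background on either array. For the other genes the measured difference is a bound. Upp2 was at least 11.7-fold and Npat at least 10.5-fold higher on the array labelled FTO, Il1a at least 7.44-fold, Tomt at least 6.92-fold and Lcn4 at least 6.56-fold. The probes of Npat, Tomt and Lcn4 lie in the blocks where repeated spots lost signal. A loss on the array labelled FTO would not by itself raise a probe there. Those of Npat, Tomt and Il1a lie in rows 229 to 304, where higher probes were more frequent. Rassf9 was at least 6.17-fold lower, Olfr616 at least 5.09-fold, Vmn1r16 at least 4.15-fold, Sval2 at least 4.05-fold and Vgll1 at least 3.81-fold. The Sval2 probe lies in the blocks of lost signal as well. With normexp the bounds of Lcn4, Olfr616, Vmn1r16, Sval2 and Vgll1 fell under 2-fold, but its offset shrinks differences at such dim signals by construction. A second Vgll1 probe was well above background on both arrays and had a log2 difference of -0.14.

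**Figure D3:**
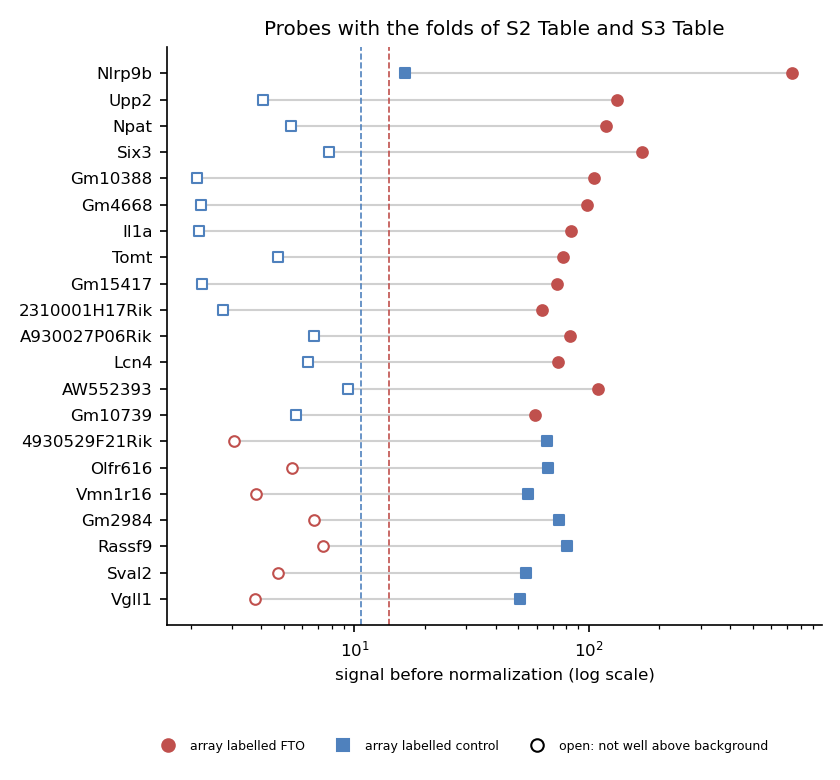
Signals before normalization (horizontal axis, log scale) of the 21 probes whose deposited values give the fold changes of S2 Table and S3 Table, listed under the paper's gene names (vertical axis). Red circles are the array labelled FTO, blue squares the array labelled control, open symbols signals not well above background, and dashed lines the lowest signal well above background on each array, 14.0 and 10.7. Nlrp9b is filled on both arrays and the other 20 on the brighter array only.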

### GO and KEGG pathway

In order to reveal the related functions and pathways, the differential genes modulated by FTO overexpression in MIN6 cells were classified by a functional enrichment analysis using GO and KEGG annotation databases. Under the criteria of p-value less than 1.0×10^–5^,58 GO categories were chosen and schematically represented according to their p-values (Fig 6). 

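Olfactory and vomeronasal receptors form the largest family of G-protein coupled receptors that could be recognized by gene symbol (Olfr, Vmn1r, Vmn2r and Taar). Of this family 784 genes, with 822 probes, were well above background on at least 1 array, and 92 differed by more than 2-fold, 37 higher and 55 lower on the array labelled FTO. In 31 of the 92 the probe was well above background on both arrays. The family made up 3.39% of the named probes tested and 15.3% of the named probes that differed. Its probes were dim, with a median signal of 37.9 against 1324 for the other named probes. Among 10000 random sets of 822 other named probes matched on signal, the median number of differing probes was 64, with a central range of 51 to 78, so the family's 92 lay above nearly all of them. Scaling by the 75th percentile gave 147 differing genes, 118 of them lower, and normexp gave 6. Of the family's probes in the 6 blocks where repeated spots lost signal, 32.4% differed, against 6.65% elsewhere. With these blocks and 2 such blocks of the array labelled control left out, an alternative chosen after the data had been seen, 39 of 603 genes differed, and the matched random sets gave a median of 35 with a central range of 25 to 45. GO enrichment itself was not analysed here.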

The most significant GO categories were related to G-protein coupled receptor signaling, sensory perception of smell, response to stimulus and signal transduction. Besides, the GO term related to regulation of IκB kinase / NF-κB signaling is also of significance and consistent with our above findings. 

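Expression of the NF-κB pathway was examined with a pair of gene lists written before the data were examined, with the brightest probe of each gene. The 1st list holds 39 genes of receptors, adaptors, kinases and NF-κB subunits, of which 38 were tested. Their median log2 difference was -0.02, which lies at percentile 15.3 of 10000 random lists of the same size matched on signal. With the signals as they stand, Prkcq and Btk were more than 2-fold higher, and the other genes lay between -0.37 (Relb) and 0.50 (Rel). The 2nd list holds 30 genes that NF-κB induces, feedback inhibitors included, of which 25 were tested. The lists share Nfkb1, Nfkb2, Nfkbia, Nfkbie, Rel and Relb, so they are not independent, and Nfkb2 is the median gene of the 2nd list. The median of the 2nd list was -0.12, at percentile 0.65, with 9 genes above 0 and 16 below. Il1a was the only member with more than a 2-fold difference, and its probe was not well above background on the array labelled control. Nfkbia, which encodes IκBα, had a log2 difference of -0.20, Rela, which encodes p65, of -0.17 and Nfkb1 of 0.26, each with a spot error of 0.20. This modelled error is nearly the same for all bright genes. The median SD between repeated spots with a log2 signal above 10 was smaller, at 0.06 on the array labelled FTO and 0.05 on the array labelled control. Scaling by the 75th percentile moved both medians most among the normalizations, to -0.12 (percentile 0.08) for the 1st list and -0.20 (percentile 1.66) for the 2nd. The percentiles describe these arrays only. The paper states that the GO term for IκB kinase and NF-κB signaling is significant among the differential genes and relates it to its earlier findings.

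**Figure D4:**
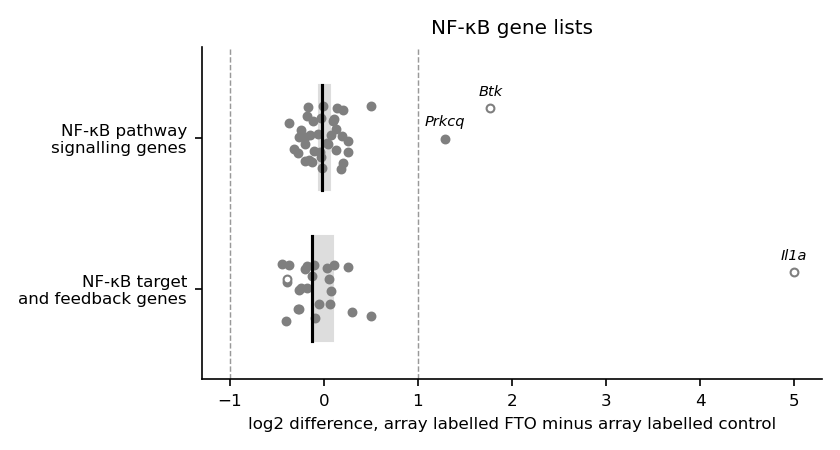
Log2 difference between the array labelled FTO and the array labelled control (horizontal axis) for each gene of both NF-κB lists (rows, spread vertically for legibility). Filled circles are genes well above background on both arrays and open circles on 1 array, black lines are the medians of -0.02 and -0.12, gray bands are the central range of the medians of random lists, and dashed lines mark a 2-fold difference, which Prkcq, Btk and Il1a pass.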

The KEGG enrichment analysis indicated modulated pathways involved in olfactory transduction, hematopoietic cell lineage, dilated cardiomyopathy, and NF-κB signaling pathway for upregualted genes, as well as the pathways related to olfactory transduction, viral myocarditis and nature killer cell mediated cytotoxicity for the down regulated genes (Fig 7).

**Fig 6:**
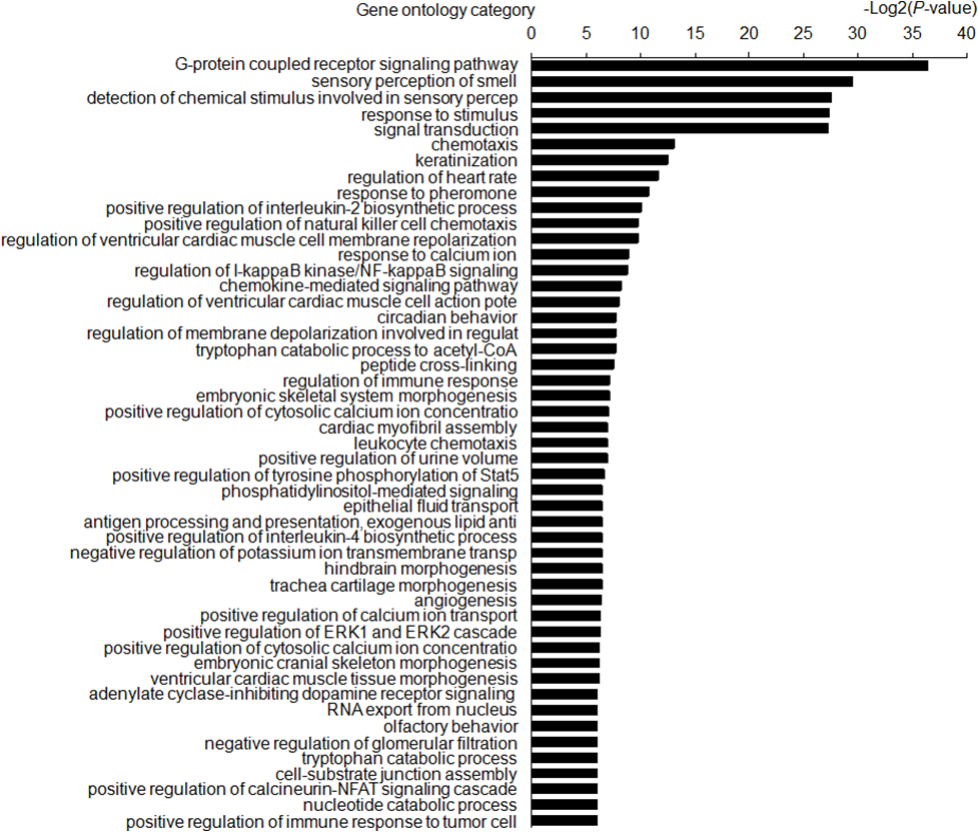
GO annotation of differential genes modulated by FTO overexpression in MIN6 cells. GO categories (p<1.0×10^–5^) were ranked according to their *p* values and shown in the left. The data in the horizontal axis mean the minus logarithm based on 10 and they represent the significant degrees of annotated functions of differential genes.

**Fig 7:**
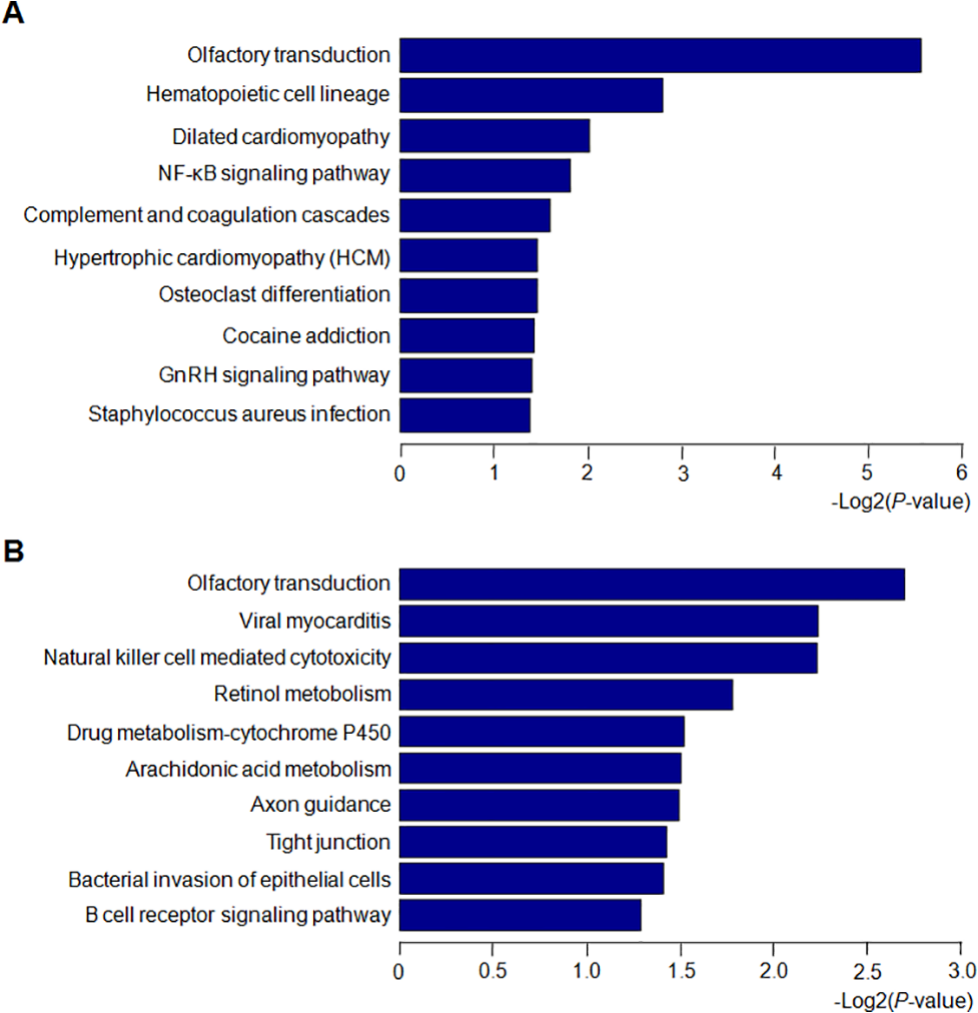
Pathway analysis of differential genes modulated by FTO overexpression in MIN6 cells. (A) Pathway analysis of upregulated genes modulated by FTO overexpression. (B) Pathway analysis of downregulated genes modulated by FTO overexpression. The data in the horizontal axis mean the minus logarithm based on 10 and they represent the significant degrees of annotated pathways of differential genes.

### Analysis of the gene expression affected by FTO overexpression

In order to validate the microarray data, quantitative PCR was performed from MIN6 cells delivered with pLVX-IRES-ZsGreen-FTO or pLVX-IRES-ZsGreen lentivirus. We are focused on the genes related with NF-κB pathway, metabolism and energy balance as well as insulin secretion. These genes modulated by FTO overexpression according to microarray data were confirmed by quantitative PCR. 

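The genes followed up by quantitative PCR were mostly dim on the arrays. Drd2 had the highest signals of the 8 genes in Fig 8, at 124 on the array labelled FTO and 231 on the array labelled control. The other 7 genes had no signal above 74.3 on either array.

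**Figure D5:**
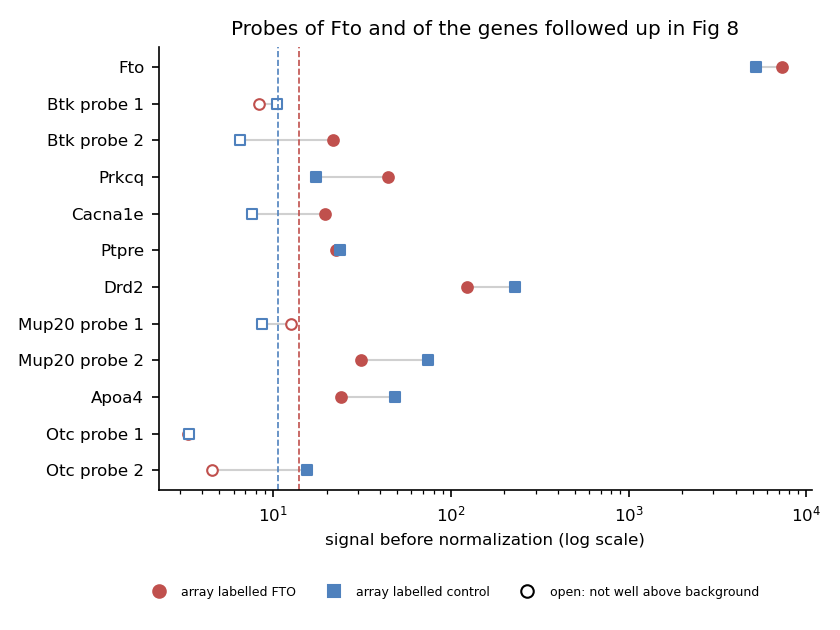
Signals before normalization (horizontal axis, log scale) of every probe of Fto and of the genes in Fig 8 (vertical axis). Red circles are the array labelled FTO, blue squares the array labelled control, open symbols signals not well above background, and dashed lines the lowest signal well above background on each array, 14.0 and 10.7. Fto, Prkcq, Ptpre, Drd2, Apoa4 and 1 probe of Mup20 are filled on both arrays.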

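Btk (NM_013482) had a pair of probes. One had a signal of 21.9 on the array labelled FTO and was not well above background on the array labelled control, which makes it at least 2.02-fold higher. It lies in the blocks where repeated spots lost signal, but a loss on the array labelled FTO would not by itself raise it. It also lies in rows 229 to 304, where higher probes were more frequent. The log2 bound of 1.01 fell to 0.61 with the 75th percentile scaling, 0.85 with cyclic loess and 0.46 with normexp, each under 2-fold. The other probe was not well above background on either array. Prkcq (NM_008859) had a single probe, outside these blocks, with signals of 44.6 on the array labelled FTO and 17.4 on the array labelled control. Its log2 difference was 1.29 with a spot error of 0.33, a 2.45-fold rise. It fell under 2-fold with the 75th percentile scaling, at 0.93, and with normexp, at 0.06.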

Among the FTO-upregualted genes, Btk and PRKCQ were involved in the phosphorylation and activation of NF-κB pathway. Btk induces the phosphorylation of NF-κB p65 which can be induced by the expression of inflammation cytokines [22]. PRKCQ belongs to Protein kinase C family which is required for the activation of NF-κB pathway. 

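The single probe of Cacna1e (NM_009782) had a signal of 19.7 on the array labelled FTO and was not well above background on the array labelled control, so it was at least 1.83-fold higher. The log2 bound of 0.87 fell to 0.46 with the 75th percentile scaling, 0.70 with cyclic loess and 0.30 with normexp. The probe lies in the blocks where repeated spots lost signal, but a loss on the array labelled FTO would not by itself raise it. Like the Btk probe, it lies in rows 229 to 304, where higher probes were more frequent.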

Upregulated gene Cacna1e is involved in the regulation of second-phase insulin release and the polymorphism of Cacna1e is associated with type 2 diabates [23–25]. The expression pattern of these upregulated genes were confirmed by the QPCR analysis using the samples from the MIN6 cells with FTO overexpression (Fig 8A). For FTO-downregualted genes, several genes were previous implicated in metabolism regulation and energy balance, including Mup20, Apoa4 and Otc. 

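Mup20 (NM_001012323) had a probe with signals of 31.2 on the array labelled FTO and 74.3 on the array labelled control and a log2 difference of -1.37 (spot error 0.25), and a second probe that was not well above background on either array. Apoa4 (NM_007468) had signals of 24.1 and 48.7 and a log2 difference of -1.11 (spot error 0.27). The spots of Apoa4 and of the Mup20 probe with these signals lie in the blocks where repeated spots lost signal on the array labelled FTO, and the second Mup20 probe lies outside them. With normexp the log2 differences were -0.60 for Mup20 and -0.34 for Apoa4, under 2-fold. Otc (NM_008769) had a probe with a signal of 15.5 on the array labelled control that was not well above background on the array labelled FTO, which makes it at least 1.11-fold lower. A second probe of Otc, printed 10 times, was not well above background on either array.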

Dopamine receptor D2 (Drd2), another FTO-downregualted gene, has been reported that its expression is reduced in the diet-induced obese companied with insulin resistance [26]. 

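On the arrays, the single probe of Drd2 (NM_010077) had a log2 difference of -1.13 with a spot error of 0.21, a 2.19-fold fall. It lies in the blocks where repeated spots lost signal on the array labelled FTO. With normexp the difference was -0.81, and under the other alternatives it lay between -1.32 and -1.13.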

Modulation of Drd2 activity can affect insulin secretion and metabolism process [26, 27]. These down-regulate genes were validated by QPCR (Fig 8B).

**Fig 8:**
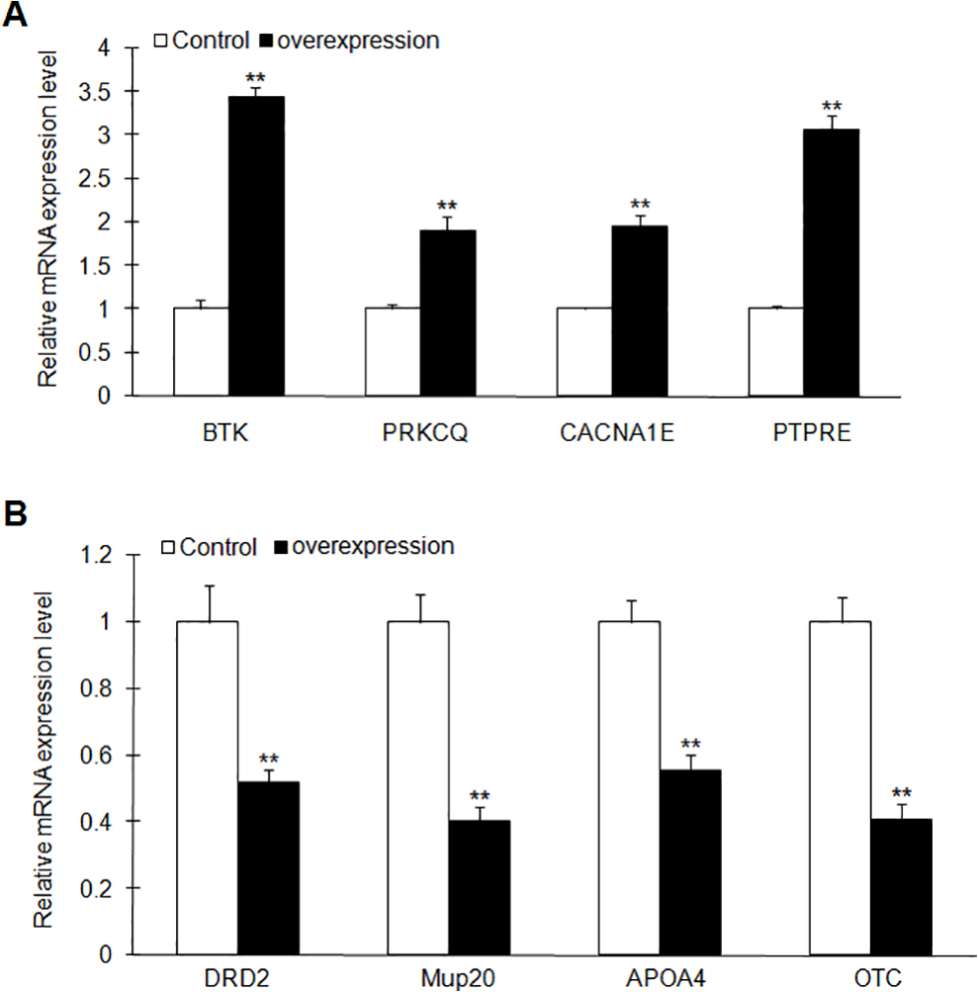
Gene expression analysis by Real-time PCR. The expression of genes modulated by FTO overexpression was verified using qPCR. (A) Expression analysis of the upregulated genes in the microarray. (B) Expression analysis of the downregulated genes in the microarray. These genes are related to NF-κB signaling, metabolism and insulin secretion regulation. Data indicated mean ± SD. The symbol ** denotes statistical difference (p < 0.01).

## Discussion

Previous studies have demonstrated that FTO polymorphisms are associated with obesity and the risk of type 2 diabetes in various human populations [1, 7, 8]. The expression of FTO gene is observed in various tissues including the brain, lung and pancreatic tissues. Our study also detected the FTO expression in mouse various tissues and the finding confirmed the wide expression pattern of FTO. It has been reported that the expression of FTO in brain tissue controls appetite and feeding behavior which is consistent with the role of this gene in the regulation of body mass. But the role of FTO in other tissues including pancreas is still not clear. Our tissue expression profile of FTO indicated that FTO may play an important role in pancreas in consideration of its relative high expression level.

To address the functional role of FTO in pancreatic islet β cells, we increase or silence the expression of FTO in mouse MIN6 cells and explore related molecular mechanism underlying the functional changes mediated by FTO. GSIS experiments showed that FTO overexpresssion significantly inhibits insulin secretion in response to glucose stimulus. However, FTO silence doesn’t affect the insulin secretion. We further analyze the mRNA level of insulin 1 and 2 in MIN6 cells with stably overexpressed FTO. FTO overexpression has no effect on insulin 1 and 2 transcription according to QPCR data. Furthermore, Mark et al. reported that induced-expression of FTO enhance the first phase of insulin secretion in response to glucose stimulus in islet cells, while the second phase of insulin secretion was not changed [17]. Taken together, these results offer the evidences that FTO overexpression inhibits insulin release from islet cells but without any effect on the transcription of insulin. However, our data show that FTO silence doesn’t affect insulin secretion. This result could be explained with the reasons that FTO silence just partly knock down FTO expression but the remaining FTO still can maintain the biological function in islet cells. This explanation need to be further verified with experiments.

Bravard et al. reported that increased expression of FTO in muscle of type 2 diabetic patients enhanced oxidative stress and reduced mitochondrial oxidative function [20]. Increased generation of reactive oxygen species (ROS) activates NF-κB which is involved in inflammation response and endoplasmic reticulum stress in pancreatic cells [28, 29]. Salem et al. reported that the activation of NF-κB pathway trigger the immune-mediated injury of pancreatic islet β cells and diabetes incurrence [30]. In our study, ROS production was analyzed in MIN6 cells with FTO overexpression or control. Our data showed that FTO overexpression significantly increases the ROS generation. Meanwhile, the activation of NF-κB is observed in MIN6 cells with FTO overexpression. To further explore the role of ROS in the activation of NF-κB pathway, NAC was employed to decrease the intracellular ROS level in MIN6 cells with FTO overexprssion. NAC treatment decreased the intracellular ROS production and alleviates the activation of NF-κB. Our study indicated that FTO overexpression activates NF-κB via ROS generation. The activation of NF-κB may further cause the endoplasmic reticulum stress and damaged mitochondrial oxidative function which resulted in the GSIS reduction.

GO analysis basing on the differential gene expression profile showed that FTO-modulated genes are involved in the G-protein coupled receptor signaling, sensory perception of smell, response to stimulus and signal transduction as well as IκB kinase / NF-κB signaling. Our gene expression profile showed that several olfactory-related genes are significantly modulated by FTO expression. Why these genes changed in pancreatic cells and the related biological function are rarely reported. As illustrated in GO annotation, there are a total of 46 differential genes related to metabolism, energy balance and insulin secretion regulation. CACNA1E, one of the upregulated genes, encodes the voltage-dependent Ca(2+) channel Ca(V) 2.3. It has been reported this gene is involved in the regulation of second-phase insulin secretion and its polymorphism contributes to an increased risk of the development of type 2 diabetes [23–25]. 

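The single array probe of Ptpre (NM_011212) had signals of 22.6 on the array labelled FTO and 23.9 on the array labelled control, both well above background. After normalization its log2 difference was -0.15 with a spot error of 0.31, so the probe does not settle a direction. Ptpre is also among the genes of Fig 8, and that quantitative PCR was not analysed here. Under the alternatives it lay between -0.51, with the 75th percentile scaling, and -0.03, with normexp.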

Another upregulated gene, Ptpre, encoding protein tyrosine phosphatases, is a negative regulator of insulin receptor (IR) signaling and involved in the insulin-induced glucose metabolism through inactivation of IR [31, 32]. Dopamine receptor D2 (Drd2) gene is downregulated in MIN6 cells with FTO overexpression. It has been reported that diet-induced obese mice are insulin resistance and have a reduced expression of Drd2. The study further showed that the Drd2 agonist reduced the body weight and reinforced insulin action in the diet-induced mice. Conversely, treatment with Drd2 antagonist in diet resistant mice reduced the voluntary activity and induced insulin resistance in these mice [26]. Drd2 is involved in the regulation of insulin secretion and the balance of metabolism [27]. Whether the expression of these modulated genes is directly regulated by FTO and their biological roles of these genes in pancreatic islet β cells need to be further explored.

In conclusion, our study revealed that FTO expression doesn’t show temporal specificity, but relative high expression level of FTO is observed in pancreas tissues. Furthermore, it has been demonstrated that FTO overexpression can inhibit insulin secretion in response to glucose stimulus rather than insulin synthesis in transcription level in pancreas islet β cells. FTO overexpression enhances ROS production and activates NF-κB pathway. Whole-transcript microarray analysis was performed and the differential expression genes modulated by FTO are involved in many important biological pathways such as G-protein coupled receptor signaling and NF-κB signaling. Therefore, our study proposes that upregulated FTO may contribute to pancreas islet β cells dysfunction and diabetes incurrence.

## Supporting Information

S1 Fig FTO overexpression inhibits insulin secretion. (A) Insulin secretion of MIN6 cells with FTO overexpression at 10 min after the stimulation of 2 mM or 20 mM glucose or 50 mM KCl. (B) Detection of secreted insulin in MIN6 cells transfected with FTO shRNA 2 or shRNA 3 at 10 min after the stimulation of 2 mM or 20 mM glucose or 50 mM KCl. Data were presented as mean ± SD. The symbol * denotes statistical difference (p < 0.05).
(TIF) Click here for additional data file.

S2 Fig Inhibition of insulin secretion mediated by FTO overexpression was partially reversed by NAC treatment. Detection of insulin secretion in MIN6 cells pretreated with NAC or not at 10 min (A) and 60 min (B) after the stimulation of 50 mM KCl. Data was presented as mean ± SD. The symbol ** denotes significantly statistical difference (p < 0.01).
(TIF) Click here for additional data file.

S1 Table Primers for Real-time PCR. (DOC) Click here for additional data file.

S2 Table Up-regulated genes with fold changes of more than 10 times. (DOCX) Click here for additional data file.

S3 Table Down-regulated genes with fold changes of more than 10 times. (DOCX) Click here for additional data file.

# Supplementary material for: FTO Inhibits Insulin Secretion and Promotes NF-κB Activation through Positively Regulating ROS Production in Pancreatic β cells
**Source:** PLoS One. 2015 May 27;10(5):e0127705. doi: 10.1371/journal.pone.0127705
**Supplement:** S1 Table

**S1 Table.** Primers for Real-time PCR

| Name | Sequence (5’-3’) | Tm (C) | Amplicon (bp) |
| --- | --- | --- | --- |
| mFTO-F | CTGCGAAGGCTCTGAGGATGA | 62.7 | 185 |
| mFTO-R | AAACACAGTGCTGGTGGGTGG | 62.8 |
| mBTK-F | GGTCGTGGCCCTTTATGATTA | 59.4 | 135 |
| mBTK-R | TAGCCTTCCTGCCCATTTTTA | 59.6 |
| mPRKCQ-F | ATGGACAACCCCTTCTACCC | 57.7 | 104 |
| mPRKCQ-R | TCTCCTCTCACTCCCAGCCT | 58.4 |
| mCacna1e-F | GTGCTTTCCGGGGAATTTG | 60.3 | 117 |
| mCacna1e-R | TATCCAGGCACGGTAGCCG | 61.7 |
| mPtpre-F | CTGGGAGCAAAGGTCAGCC | 60.3 | 150 |
| mPtpre-R | TAATCCACCAGGACCACGCA | 61.8 |
| mDrd2-F | ATGCTGCTCACCCTCCTCAT | 59.2 | 88 |
| mDrd2-R | TGGTCTGCAAAGCCTTCTCTC | 59.5 |
| mMup20-F | TTTGTCGAGTACATCCATGTCTTG | 59.6 | 119 |
| mMup20-R | TATTCACCAGCCTTTTCTGTTTTG | 60.8 |
| mApoa4-F | GGGAGAGATGTTCAACAAGGCT | 59.9 | 145 |
| mApoa4-R | CAGGGTGCTCATAAAGGAGTTG | 59.2 |
| mOtc-F | GGCTGCGTCTGACTGGACAT | 60.5 | 119 |
| mOtc-R | TCCACTTTCTATTCTCTGCCTCTG | 59.9 |
| mInsulin-1-F | CACTTCCTACCCCTGCTGG | 60.7 | 81 |
| mInsulin-1-R | ACCACAAAGATGCTGTTTGACA | 60.6 |
| mInsulin-2-F | GCTTCTTCTACACACCCATGTC | 58.7 | 147 |
| mInsulin-2-R | AGCACTGATCTACAATGCCAC | 57.8 |

# Supplementary material for: FTO Inhibits Insulin Secretion and Promotes NF-κB Activation through Positively Regulating ROS Production in Pancreatic β cells
**Source:** PLoS One. 2015 May 27;10(5):e0127705. doi: 10.1371/journal.pone.0127705
**Supplement:** S2 Table

**S2 Table.** **Up-regulated genes with fold changes of more than 10 times**

| **GeneSymbol** | **Fold change** | **[FTO]vs[LVX]** | **Gene Description** |
| --- | --- | --- | --- |
| Nlrp9b | 39.31 | up | NLR family, pyrin domain containing 9B (Nlrp9b) |
| Upp2 | 24.76 | up | uridine phosphorylase 2 (Upp2) |
| Npat | 21.44 | up | nuclear protein in the AT region (Npat) |
| Six3 | 20.24 | up | sine oculis-related homeobox 3 homolog |
| Gm10388 | 19.78 | up | PREDICTED: Mus musculus predicted gene 10388 (Gm10388) |
| Gm4668 | 18.35 | up | Mus musculus 3 days neonate thymus cDNA, product: unclassifiable |
| Il1a | 15.80 | up | Mus musculus interleukin 1 alpha (Il1a) |
| Tomt | 14.68 | up | transmembrane O-methyltransferase (Tomt) |
| Gm15417 | 13.89 | up | AGENCOURT_10817022 NIH_MGC_156 Mus musculus cDNA |
| 2310001H17Rik | 12.01 | up | Mus musculus adult male bone cDNA, product: unclassifiable |
| A930027P06Rik | 11.92 | up | Mus musculus adult retina cDNA, product:unclassifiable |
| Lcn4 | 11.28 | up | lipocalin 4 (Lcn4) |
| AW552393 | 11.15 | up | UI-M-AO1-aen-e-09-0-UI.s1 NIH_BMAP_MPG_N Mus musculus cDNA clone UI-M-AO1-aen-e-09-0-UI 3 |
| Gm10739 | 10.37 | up | Mus musculus adult male hypothalamus cDNA, product: hypothetical protein |

# Supplementary material for: FTO Inhibits Insulin Secretion and Promotes NF-κB Activation through Positively Regulating ROS Production in Pancreatic β cells
**Source:** PLoS One. 2015 May 27;10(5):e0127705. doi: 10.1371/journal.pone.0127705
**Supplement:** S3 Table

**S3 Table.** **Down-regulated genes with fold changes of more than 10 times**

| **GeneSymbol** | **Fold change** | **[FTO]vs[LVX]** | **Gene Description** |
| --- | --- | --- | --- |
| 4930529F21Rik | 14.049982 | down | Mus musculus adult male testis cDNA, product: unclassifiable |
| Olfr616 | 12.714516 | down | olfactory receptor 616 (Olfr616) |
| Vmn1r16 | 11.590572 | down | vomeronasal 1 receptor 16 (Vmn1r16) |
| Gm2984 | 11.523697 | down | Mus musculus 16 days embryo head cDNA, product: unclassifiable |
| Rassf9 | 11.505781 | down | Ras association (RalGDS/AF-6) domain family (N-terminal) member 9 (Rassf9) |
| Sval2 | 11.304433 | down | Mus musculus seminal vesicle antigen-like 2 (Sval2) |
| Vgll1 | 10.62 | down | Mus musculus vestigial like 1 homolog (Drosophila) (Vgll1) |

How the deposited data were processed for this re-analysis (not part of the article)

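Total RNA of MIN6 cells, a mouse insulinoma line at passages 15 to 20, was compared between cells transduced with the lentivirus carrying FTO and cells transduced with the empty vector. The arrays were one-color Agilent whole mouse genome arrays, 1 per condition, from the same slide and the same scan, and the conditions were taken from the sample labels and the methods. With 1 array per condition there is no estimate of the variation between cultures, so no test across samples, standard error or p-value was computed, and the number of arrays limits the precision of every value.

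The authors deposited 2 kinds of values. The deposited spot tables give the intensity of each spot as Feature Extraction 11.0.1.1 wrote it, with local background subtracted and the trend across the array removed, together with the median intensity of the raw spot and of its local background, an error estimate and flags for background, saturation and outliers. These intensities are not normalized between arrays. The deposited processed table gives log2 values of 33870 probes, which by the methods were quantile normalized in GeneSpring GX 11.5. Its lowest value equals log2 of 5. Quantile normalization of the spot intensities after raising each to at least 5 gave values that differed from the authors' deposited log2 values by a mean of 0.00082, and the rule by which the authors chose the listed probes is not stated in the text. The methods name a P value for differential signals, and the statistics paragraph names one-way ANOVA or Student's t-test in general, without saying how either was applied to single arrays. The filter on dim probes used by the authors is not named in the text either.

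From the spot tables, spots of 39417 probes were used after control spots and spots with an outlier flag were left out (148 outlier spots on the array labelled FTO and 141 on the array labelled control). No spot was saturated. The spots of a probe were averaged on the log2 scale, and the arrays were quantile normalized with limma 3.58.1 in R 4.3.3. Further steps used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. A probe was tested where it was well above background on at least 1 array (for a probe printed 10 times, on at least 50% of its spots), and called where its log2 difference was over 1 or under -1. A gene was called where any of its probes was called. Symbols were planned to come from a gene name column, which the spot tables do not hold. A probe was therefore named where its accession, without version, has a symbol in the NCBI annotation of the mouse assembly GRCm38.p6. Of 39417 probes, 28674 carry a RefSeq accession and 27224 were named. The array design lists an older assembly, so no coordinates are given. The median intensity replaced the mean intensity in the normexp alternative for the same reason.

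The genes named in the text are those the paper names for the arrays or their follow-up, the 5 named genes with the largest rise and the 5 with the largest fall among probes well above background on both arrays, and members of the gene lists with a 2-fold difference. Every probe of these genes was examined, and the largest difference among probes well above background on at least 1 array was taken for the alternatives. A fold change against a signal not well above background is a bound, described with the data. The spot error is the combined error of both spots from the Feature Extraction error model on the log2 scale. For bright probes it is close to 0.20 throughout. That is larger than the median SD between repeated spots with a log2 signal above 10, 0.06 and 0.05 on the arrays labelled FTO and control. The 8 gene lists cover ER stress, NF-κB pathway signalling, NF-κB target and feedback genes, antioxidant response, beta cell identity, insulin exocytosis, interferon response and m6A RNA methylation. The median of each list was placed among 10000 random lists of the same size drawn from 20 bins of mean signal. Olfactory and vomeronasal receptors were recognized by the start of the gene symbol and compared with random sets of other named probes in the same way, and the central range of random lists leaves out 2.5% of them at each end. The percentiles describe these arrays and are not tests of the condition.

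Noise within an array was taken from the 399 probes printed 10 times. Deviations of single spots from the mean of their probe were drawn in bins of signal and added to the tested probes in 100 simulations. For the surface of the array, the 532 rows and 85 columns were divided into 35 blocks, and the spots of 79 repeated probes of low to middle signal were compared with the median of their probe. A block counted as having lost signal where at least 15% of these spots were more than 0.5 lower. A finer grid and a rectangle drawn by eye had been looked at first, and the block size and the limit were set after the distribution of the calls had been seen. Calls were placed at random 1000 times over the tested probes to measure clustering. On simulated arrays with 200 changed genes among the 18507 genes tested in the comparison of the array labelled FTO with the array labelled control, the same steps recovered 198 (99%), with a median error of 0.08 on the log2 scale, and called 279 unchanged genes. Each changed gene had a single probe, well above background on both arrays, and a shift clearly past the limit for a call. The recovery therefore does not cover probes well above background on 1 array only, or shifts near the limit. A list of 30 genes shifted by 0.3 was returned with a median of 0.30 at percentile 100.

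Alternatives set together with the gene lists and the named genes were the 75th percentile of each array or cyclic loess in place of quantile normalization, normexp background correction with an offset of 50, the deposited processed values, no filter on background, probes well above background on both arrays, a floor at the lowest signal well above background, a difference of more than 1.96 spot errors, the brightest probe or the mean of all probes for a gene, and predicted genes left out. Scaling by the spike-in controls was planned for the case that they lie above background and was not run, because 101 of 320 spots of these controls on the array labelled FTO and 102 of 320 on the array labelled control were well above it. A floor of 5 and leaving out the blocks with lost signal were added after the data had been seen. GO and KEGG enrichment, quantitative PCR, Western blots, insulin secretion and ROS were not analysed here.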

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

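The tests of bright signals, array blocks, other probes, neighbouring spots and spot noise for the results in this part were chosen only after the results had been seen, as was the reading of the normalizations as a test, while the normalizations themselves had been set in advance.

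Genes of the interferon response, a list the paper does not discuss, were higher on the array labelled FTO. The median log2 difference of 23 genes was 0.34, at percentile 100 of random lists matched on signal, with 22 genes above 0, none of them 2-fold, and Cxcl10, which is also in the list of NF-κB target and feedback genes, as the exception. It stands out among 8 lists examined. Signals near background are not the source, since 20 of the genes had a mean log2 signal over 10 and these had a median of 0.33. The median was 0.33 with the blocks of lost signal left out, 0.33 at its lowest over the other normalizations, and 0.41 over 5 other probes of 5 of these genes, which all lay above 0. The values argue against an effect of the array surface, the normalization or single probes. What stays open is a difference between the transduced cultures other than FTO, such as the amount of virus or the state of the cells, because there is 1 array per condition. These cannot be told apart from an effect of FTO, which may also raise these genes and is untested.

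Genes that NF-κB induces had a lower signal on the array labelled FTO, whereas the paper reports activation of the pathway from protein measurements. The median of 25 genes was -0.12, at percentile 0.65. It was -0.17 with the blocks of lost signal left out, and its percentile was at most 1.66 under the other normalizations, so neither the area of lost signal nor the normalization accounts for it. Only 5 other probes of 4 of these genes were well above background on both arrays. Their median was -0.030, with 3 below 0 and 2 above it. Random lists were not drawn for sets of 5 probes, so they give no range for this median. Differences of single probes remain a possible explanation. The members went both ways, from -0.45 for Tnf to Il1a, which was at least 2.90 higher and was not well above background on the array labelled control. A median fold difference of 1.09 between 1 array and another is small, and an effect of FTO was not tested.

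Antioxidant response genes had a median of -0.055 over 28 genes, at percentile 0.51, with 11 above 0 and 17 below. The normalizations went both ways. With the 75th percentile scaling the percentile rose to 2.63, just inside the central range of the random lists, although the median moved further from 0, to -0.077. With cyclic loess and normexp the median was -0.064 and the percentile 0.31 and 0.16. An effect of the normalization cannot be told apart from a fall of these genes, because the settings disagree on the side of the limit. Leaving out the blocks of lost signal gave -0.049 over 22 genes, at percentile 2.25, still outside the central range but close to its limit, which argues only weakly against that area as the source. Over 10 other probes of 7 of the genes the median was 0.0077, so differences of single probes could also account for it. Sod2 is in this list and in the list of NF-κB target and feedback genes. No biological explanation was tested.

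Among named genes outside the paper's tables, the largest rises at probes well above background on both arrays were those of Cfi (log2 difference 3.11), Shbg (3.00), Cd1d1 (2.72) and Sohlh1 (2.58). Their signals were low, between 94.8 and 127 on the array labelled FTO and between 13.5 and 16.0 on the array labelled control. With normexp the rise of Shbg was 0.91, under 2-fold, while Cfi, Cd1d1 and Sohlh1 stayed above 2-fold. Over all probes well above background on both arrays, named or not and Nlrp9b included, 8 rose by at least 2.58. Spot noise within an array gave a median of 0 such rises and at most 4 in any of 100 simulations. Noise of this kind therefore does not account for all 8, but the count does not decide for any single gene. Bright neighbouring spots are a candidate explanation for Shbg and Sohlh1, which lie in the blocks of lost signal: 11.8% of the 85 tested probes within 3 rows and columns of them were 2-fold higher, against 1.30% over the array. For Cd1d1 they are a candidate as well, on only 2 of 33 neighbours (6.06%). For Cfi the share was 0 of 40, and the largest difference of a neighbour was 0.86, which argues against bright neighbouring spots there. The Cfi probe still lies in rows 229 to 304, where higher probes were more frequent. The second probe of Cd1d1 rose by 1.08. Cfi, Shbg and Sohlh1 each have a single probe. Whether FTO raises any of them was not tested.

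Probes without a name in the annotation, which the counts of named genes given here leave out, differed in both directions and fell more often than they rose. Of those well above background on both arrays, 68 were 2-fold higher on the array labelled FTO and 162 were 2-fold lower. Over either array 193 were higher and 382 lower. Spot noise alone gave a median of 48 higher probes well above background on both arrays, 70.6% of the number observed. The range over the simulations was 25 to 68, so noise between spots may account for most of these rises. This noise was drawn from the whole array, the blocks of lost signal included. No biological explanation was tested.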

How the results depend on the processing

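Of the tests reported in this part, leaving out the blocks of lost signal and the floor of 5 were chosen only after the results had been seen.

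Named genes with a 2-fold difference numbered 594, with 243 higher and 351 lower on the array labelled FTO, 23 with a 10-fold difference and 92 olfactory or vomeronasal receptors. All of these stayed within 1.5 times these counts when calls also had to pass the limit on spot error, when the brightest probe or the mean of the probes decided, when predicted genes were left out, and with cyclic loess. The deposited values and the floor of 5 left all but the 10-fold count within 1.5 times. Normexp gave 62, 18, 44, 0 and 6 in the same order. It adds an offset of 50 to every signal, which shrinks differences of dim probes by construction. Without a filter on background, which adds genes to the test, the counts were 1111 in total, 547 higher, 575 lower and 198 receptors. Probes well above background on both arrays, fewer by construction, gave 256, 96, 160, 1 and 31. A floor at the lowest signal well above background gave 383 in total, 211 lower, 4 with 10-fold and 52 receptors, since it raises the dim side of a ratio. The 75th percentile scaling gave 144 higher and 727 lower genes and 147 receptors, and the cause was not tested. It moved the share of higher genes from 40.9% to 16.5%, and normexp moved it to 29.0%. The deposited values and the floor of 5 each gave 13 genes with a 10-fold difference, as a floor limits a ratio against a dim signal. With the blocks of lost signal left out, 15129 genes remained and the counts were 304, 147, 157, 15 and 39, with 48.4% of the genes higher. All genes called higher under 75th percentile scaling, normexp, cyclic loess or the deposited values were also called in the setting reported.

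The interferon response genes kept a median between 0.33 and 0.38 at percentile 100 in all 8 settings, with 0.38 under cyclic loess. The NF-κB target and feedback genes stayed below 0, at -0.20 with the 75th percentile scaling (percentile 1.66) and -0.17 with the blocks left out (percentile 0.15). The antioxidant response genes stayed between -0.077 and -0.049, with percentiles between 0.16 and 2.63. Some lists inside the central range in the setting reported lay outside it under another scaling. With the 75th percentile scaling the ER stress genes had a median of -0.15 (percentile 0.01), the NF-κB pathway signalling genes -0.12 (percentile 0.08) and the beta cell identity genes -0.11 (percentile 0.70), and with cyclic loess the ER stress genes had -0.084 (percentile 0.16). The beta cell identity genes moved to -0.053 with cyclic loess but stayed inside the central range (percentile 2.88). Normexp gave -0.0012 for the insulin exocytosis genes (percentile 35.9). The cause of these shifts was not tested. The median of all genes moved only from 0.01 to -0.06 with the 75th percentile scaling.

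Of the 33 named genes with a value, none changed sign under the 5 alternatives run for them. With normexp 23 moved by more than their spot error, all 23 toward 0, with the 75th percentile scaling 10 did, with cyclic loess 1, and with the deposited values or the floor none. The bound of Btk fell under 2-fold with the 75th percentile scaling (0.61), cyclic loess (0.85) and normexp (0.46). Prkcq fell under 2-fold with the 75th percentile scaling (0.93) and normexp (0.06). Drd2 (-0.81), Mup20 (-0.60), Apoa4 (-0.34) and Shbg (0.91) did so with normexp only. The same held for the bounds of Lcn4 (0.91), Olfr616 (-0.90), Vmn1r16 (-0.71), Sval2 (-0.74) and Vgll1 (-0.69). Cyclic loess moved Ins2 from -0.24 to -0.51.

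Signal over background limits most of these results. The lowest signals well above background were 14.0 and 10.7, and below them a difference has only a bound. Scaling by the spike-in controls was not run, as 101 and 102 of 320 of their spots were well above background. No paired analysis was possible because each condition has 1 array, and for the same reason no replicate was left out.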

Differences from the paper's values

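No test in this part was chosen after a result had been seen, apart from the search of the deposited log2 values for the paper's fold changes.

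The paper reports 542 named genes lower with FTO, and 351 were found here. Of the alternatives set before the data were examined, the 75th percentile scaling (727), cyclic loess (438) and no filter on background (575) lie within 1.5 times the paper's count. Normexp (44), the deposited values (354), probes well above background on both arrays (160), the floor at the lowest signal well above background (211), the spot error (263), the brightest probe (296), the mean of probes (284) and predicted genes left out (322) do not. All of these counts share the naming of probes by accession, which leaves 8 of the 21 genes of S2 Table and S3 Table without a named probe. Among the probes it leaves unnamed, 382 were 2-fold lower, and how many of them the authors counted as named genes is not known.

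For Six3 the paper's S2 Table gives a 20.24-fold rise. The probe named for Six3 by its accession had signals of 1174 on the array labelled FTO and 956 on the array labelled control and a ratio of 0.943 after normalization. Under the 75th percentile scaling, cyclic loess, normexp, the deposited values and the floor, set before the data were examined, the ratio lay between 0.914 and 0.943, and none of them reaches the paper's value. In the deposited log2 values, the paper's fold is found at another probe, which the annotation does not name. Its signals were 168 on the array labelled FTO and 7.81, not well above background, on the array labelled control. That probe lies in the blocks where repeated spots lost signal, a loss that would not by itself raise it.

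For Gm15417 the paper's S2 Table gives a 13.89-fold rise, and the probe named for it had signals of 875 and 588 and a ratio of 1.16. The same 5 alternatives gave 1.11 to 1.16 and none reaches the paper's value. In the deposited log2 values the paper's fold is found at another probe, unnamed by the annotation, with signals of 73.5 on the array labelled FTO and 2.23, not well above background, on the array labelled control.

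The paper describes Ptpre as upregulated, and Ptpre is among the genes it followed up by quantitative PCR, which was not analysed here. Its only array probe was dim, with a log2 difference of -0.15 and a spot error of 0.31. The difference was negative under each of 5 alternatives, from -0.51 to -0.03. In the setting reported it is smaller than the spot error, so the probe shows no rise but does not settle a direction.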

Other observations

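The tests of dim signals on both arrays, of spot noise outside the area, of the array surface, of other probes and of the area of lost signal, and the matching in 50, 100 and 200 bins of signal were chosen only after the results had been seen, while those of probes above background on 1 array, spot noise in the 2-fold counts, normalization and the Fto probe were not.

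The 2-fold differences between the arrays go with several technical properties at once. Among probes well above background on both arrays they were 15.7 times as frequent at a mean log2 signal of up to 5 as above 10. They were 23.5 times as frequent among probes well above background on 1 array only as among those above it on both, but that split itself depends on a difference between the arrays, so this value decides nothing about signals near background. They were also clustered on the array, and the smaller of the clustering measures for higher and lower probes was 3.79 times the highest found in 1000 random placements. At called genes with a further probe, 8.42% of the further probes had the same 2-fold difference when both were well above background on both arrays. Pairs in which both probes were called were entered from each probe, which raises this share. Noise between spots of the same probe accounts for 43.2% of the differing probes in the simulations. It accounts for none of 55 probes with a 10-fold difference in the median simulation, so it is not the whole source. This noise was drawn from all blocks, those with lost signal included, so it is not separate from the array surface. With noise from blocks without lost signal, the simulated medians of named genes were 91 higher and 73 lower. With noise from all blocks they were 115 and 168.5. Dim signals, the array surface and single probes may each account for part of the calls. A response to FTO stays open as well, because 1 array per condition gives no measure of the variation between cultures.

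More genes were lower than higher after each of the normalizations run. There were 1.44 lower genes for each higher gene after quantile normalization, 2.17 after cyclic loess and 5.05 after the 75th percentile scaling. The order of the counts did not come from quantile normalization alone, but the size of the excess depends on the normalization. A candidate explanation is the area of lost signal on the array labelled FTO. Inside it 2.31 genes were lower for each gene that was higher, and outside it 1.05. Among probes well above background on both arrays, 108 genes were lower and 29 higher inside, and 53 were lower and 67 higher outside. The array labelled control has 2 blocks that pass the same limit, and on that array 0.690% of the spots in the 6 blocks had lost signal. In simulations from the spread between spots of the same probe, with no difference between the arrays, a median of 168.5 genes were lower and 115 higher, 1.47 for each higher gene, but this spread includes the spots in the area. With the spread taken from spots outside the 6 blocks the simulations gave 0.814, with a range of 0.588 to 1.18, a range that holds the 1.05 observed outside them. The balance of lower to higher genes in these simulations depends on how the spots of a probe are centred, so spot noise within an array cannot be told apart from the other sources of the excess. The area was drawn after the calls had been seen to cluster, so the comparison cannot show how much of the excess it causes.

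Olfactory and vomeronasal receptors were called more often than sets of other probes of the same signal (percentile 100), which argues against dim signals alone. Finer matching, with 50, 100 and 200 bins of signal, left the percentile at 99.9 or above. With the blocks of lost signal left out the percentile was 78.9, and between 36.9 and 80.6 with other bins or draws. The excess over dim signals therefore goes with the blocks left out. The family lost calls in both directions, from 37 to 20 higher and from 55 to 19 lower. In the 6 blocks of the array labelled FTO, 15 of its probes were higher, which lost signal on that array would not by itself produce. A response of these genes to FTO was not tested.

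Fto had a log2 difference of 0.06 although the cells carried the FTO vector and the paper reports overexpression of the protein by Western blot. The array holds 1 probe of Fto, so a probe outside the cloned coding sequence, which would measure the endogenous transcript alone, cannot be told apart from a weak overexpression in these cultures. At a probe that measures a strongly expressed transgene, exchanged labels would have given a clear fall and correct labels a clear rise. Neither was seen. A probe outside the cloned sequence would show neither, so this probe cannot decide whether the labels were exchanged.

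The largest falls of named genes at probes well above background on both arrays were those of Ptma (log2 difference -3.26), Sprr4 (-3.23), Tyrp1 (-2.97), Olfr1427 (-2.54) and Txlng (-2.49). The other Ptma probes, which were far brighter, had differences of -0.17 and -0.0019, and the other Txlng probes 0.29 and 0.54. The Olfr1427 and Txlng probes lie in the blocks of lost signal.

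Ins1 and Ins2 were among the brightest genes, with log2 differences of -0.14 and -0.24 and a spot error of 0.20 each. The 75th percentile scaling gave -0.46 and -0.64. The median of 26 ER stress genes was 0.02 (percentile 54.9), of 28 beta cell identity genes 0.02 (percentile 51.8), of 29 insulin exocytosis genes 0.03 (percentile 76.9) and of 16 m6A RNA methylation genes 0.03 (percentile 70.2). Cacna1e is a member of the insulin exocytosis list.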
